A study of Mus musculus with 2 samples. Its data were reported in "Specialized post-arterial capillaries facilitate adult bone remodelling" (2024).

How the data were processed

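Cells were prepared from femur and tibia of mice at postnatal day 30 after removal of the epiphysis, digestion with collagenase and crushing, and magnetic depletion of cells of the blood lineages and of cells carrying CD45 or CD117. Single-cell RNA sequencing (scRNA-seq) was run on the BD Rhapsody system, which captures polyadenylated RNA of single cells in microwells on barcoded beads and marks each captured molecule with a unique molecular identifier (UMI). In the Dach1OE mice a tamoxifen-inducible Cre under the control of Aplnr (also called Apj), a gene of the capillary endothelium, switched on a Dach1 transgene in the Rosa26 locus. The Control mice carried the transgene without the Cre according to their genotype label, and both groups received tamoxifen. There were 2 libraries, 1 per group, and each pooled a pair of mice per the methods and cells of both sexes per the labels. Since cells with Xist and cells with Y-linked UMIs were found in both libraries, each pair is taken to be 1 female and 1 male.

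The deposited tables hold counts, listed for each cell and gene above 0: reads, raw UMIs and UMIs after recursive substitution error correction (RSEC), a step by which the pipeline merges identifiers that differ by sequencing errors. Per the file headers the authors made these counts with the BD Rhapsody WTA Analysis Pipeline version 1.11, whereas the methods state another version, with the mouse genome GRCm38 and GENCODE vM19, with intronic reads counted and with refined calling of cells. No sample tags were used, so a cell can be assigned to a mouse only by its sex, where its UMIs tell it. The counts as deposited were whole numbers with no normalization. The RSEC-adjusted UMIs were the measure throughout, and the raw UMIs were an alternative. Because intronic reads were counted, unspliced and overlapping transcripts add to a gene's value, and whether the counting used strand is not stated in the tables, so antisense and overlapping genes are uncertain. Symbols were used as the tables give them. Coordinates and gene identifiers come from GENCODE vM21 on GRCm38, the same build with another annotation release, and are 1-based.

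Cells with 500 to 6000 detected genes and under 25% mitochondrial UMIs were kept, as in the study's methods. Genes seen in at least 3 cells entered. Counts per cell were scaled to 10000 and log-transformed (LogNormalize), and 2000 variable genes were taken with the vst method in Seurat 5.3.0 under R 4.3.3. The methods leave out the cell cycle genes of a Gene Ontology term from these. Here 97 cell cycle genes of the Seurat package, written in mouse case, took their place, and every listed gene that was to be compared between groups was left out too. Clusters were built on 30 principal components with the graph method. The resolution was 0.5 over all cells and 0.4 within endothelial cells (ECs) and bone mesenchymal stromal cells (BMSCs). Within ECs and BMSCs the variable genes were taken per library, and the libraries were integrated with Seurat anchors. The clustering over all cells took them over both libraries together and used no integration. The number of components and the resolution are choices made here.

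Clusters were named from marker lists fixed with the filters, the gene lists, the comparisons and most of the alternative settings before the data were examined. A cluster took the name of the type with the most markers at least 1.5 times the level in the other cells and seen in at least 25% of its cells, with at least 3 such markers. Its top 10 genes by fold could not point to another type, and a cluster of low UMI content needed a marker of its name among them. A name therefore means a cluster like that type. The details of this rule were settled after the clusters had been seen. Clusters inside ECs or BMSCs led by markers of another class were left out of the class, which removed 219 Control and 211 Dach1OE BMSCs (3.75% and 4.38%) and 602 Control and 793 Dach1OE ECs (6.56% and 8.32%). Of the ECs left out, cluster 7 had a low UMI content and was led by Malat1, and it took 2.31% of Control and 5.09% of Dach1OE ECs. The deposited tables as used here carry no cell annotation, so the names were rebuilt, and a difference from the study's shares may come from the names. Doublets were not removed in the main setting, as in the methods, except for clusters in which Scrublet (scanpy 1.11.5) marked over 50% of the cells, which were called doublet-like and set aside. Scrublet marked 2.00% and 2.20% of BMSCs and 0.600% and 0.819% of ECs in Control and Dach1OE.

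With 1 library per group there was no test and no replicate library, and no p-value was computed. The comparison within cells of either sex sets 1 mouse against 1 mouse, so that mouse and sex go together in it. UMIs were summed per library and class and divided by the class total to give scaled levels (CPM, the usual unit of library-size scaling) with exact Poisson intervals. The log2 ratio of CPM, Dach1OE over Control, has an exact conditional interval, and 0.5 was added to both counts where one was 0. Shares of cells have exact Clopper-Pearson intervals, and differences of shares have Newcombe intervals. All intervals are at 95% and cover counting error only, neither the spread between mice nor that between libraries. A list was described by the median of its log2 ratios, with an interval from 2000 Poisson redraws, and by the percentile of that median among 10000 random lists of the same size drawn from the 100 genes nearest in mean expression. The percentile describes these libraries. Each gene was also averaged over the ratios within subclusters at equal weights. For ECs that average covers the 5 named subclusters. To compare shares of cells with a Dach1 UMI, each cell was thinned to 1000 UMIs and shallower cells were left out.

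The lists held osteogenic transcription factors, adipogenic regulators, hypoxia regulators, osteogenic effectors, bmEC-type genes, arterial genes, oxygenation-related genes and secreted factors. The study's text names the osteogenic factors, Pparg, and all genes of the hypoxia, bmEC-type, arterial, oxygenation and secreted lists in its account of single-cell data, so their direction here is no independent evidence. The other 5 adipogenic regulators and the osteogenic effectors were put on the lists for this work. Lists of HIF target genes, dissociation stress genes and haematopoietic markers were drawn up for the closing section, and a list of imprinted genes was added later. Beyond the lists, the named genes were the 5 with the largest and the 5 with the most negative log2 ratio in ECs and in BMSCs, ranked by the bound of the interval nearest to 0, among genes with at least 200 UMIs in the class. Cell type markers, sex-linked and mitochondrial genes, and genes over 5 times higher in haematopoietic cells were left out of that ranking. Some genes that these lists and this rule select are not reported here.

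The intervals and the ranking were tested on simulated counts. These were drawn with the counting error that the intervals assume, so coverage near 95% was built in. Changed genes had at least 200 UMIs and a change of about 2-fold or more, so their recovery was easy. Clustering, naming and the spread between cells or mice were not simulated. With 200 of 11080 genes changed in simulated ECs, 95.3% of the true ratios lay inside their intervals, 100.0% of the changed genes had an interval on the right side of 0, and 10 of 10 named genes were among the changed ones. For BMSCs, with 200 of 10572 genes changed, these values were 95.5%, 100.0% and 10 of 10. Over 2000 pairs of simulated shares, 95.0% of the intervals held the true difference.

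The alternatives fixed at the outset were a limit of 10% mitochondrial UMIs, a minimum of 1000 genes, removal of cells marked by Scrublet, removal of cells with a Ptprc UMI, cells of each sex alone, resolutions of 0.2 and 0.8, no integration, compared genes kept among the variable genes, raw UMIs, TMM scaling (edgeR 4.0.16), equal weights of subclusters, lists limited to genes with at least 50 UMIs, ECs defined by cell from their UMIs of at least 3 markers, and no thinning or thinning to 2000 UMIs. After the data had been seen, 6 further alternatives were chosen. These left out of the variable genes those over 2-fold apart between the libraries within a named subcluster, gave each cell the name of its nearest Control profile, kept the clusters led by another class, both left out those genes and kept those clusters, left out the EC cluster made up mostly of Dach1OE cells, or kept only cells with at least 4000 UMIs. The secreted factors were compared, also as an addition, under 10 of the alternatives fixed at the outset. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.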

Results

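The data collected were transcriptomes of single non-haematopoietic cells from mouse femur and tibia at postnatal day 30, in 1 Control library and 1 Dach1OE library, in which Dach1 was switched on in Aplnr-expressing capillary ECs. The Control table held 28720 cells with 143986818 RSEC-adjusted UMIs from 217926019 reads, or 1.51 reads per UMI. The Dach1OE table held 32028 cells with 166999989 UMIs from 241670346 reads, or 1.45 reads per UMI. The filters kept 26466 Control and 29317 Dach1OE cells. In Control, 904 cells had too few genes, 1 had too many and 2014 exceeded the mitochondrial limit, and the numbers in Dach1OE were 1461, 4 and 2378. Kept cells had a median of 3793.5 UMIs and 1753.5 genes in Control and 4055 UMIs and 1797 genes in Dach1OE. All values are of these libraries, with no replicate library, and all intervals cover counting error only.

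Clustering over all cells divided both libraries into the same classes. It used no integration, and an EC cluster of it held 33 Control and 4859 Dach1OE cells. ECs made up 34.7% of Control cells (95% interval 34.1 to 35.2) and 32.5% of Dach1OE cells (32.0 to 33.0). BMSCs made up 22.1% (21.6 to 22.6) and 16.4% (16.0 to 16.8). Chondrocytes rose from 14.5% to 18.5% and smooth muscle cells or pericytes from 4.82% to 8.94%, while fibroblasts went from 3.59% to 2.96%. Haematopoietic cells that had escaped depletion made up 15.1% and 15.8%, doublet-like cells 4.86% and 4.51%, and unnamed cells 0.484% and 0.396%. Because dissection and depletion decide much of these shares, they describe the libraries. After clusters led by another class were left out, 5617 Control and 4601 Dach1OE BMSCs (10218 together, from 10648) and 8570 Control and 8734 Dach1OE ECs (17304 together) entered the comparisons. Their median depths were 3439 and 4832 UMIs in BMSCs and 2735 and 2763.5 UMIs in ECs. Cells with a Xist UMI and none of 4 Y-linked genes made up 69.3% of the BMSCs whose sex could be told in Control and 57.6% in Dach1OE, against 56.2% and 57.1% of the ECs.

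The overexpressed gene was examined first, as a check of the labels. Dach1 (GRCm38 chromosome 14, 97786853 to 98169765, minus strand, protein coding) gave 145 UMIs in Control ECs and 5896 in Dach1OE ECs, or 5.06 CPM (4.27 to 5.96) and 204 CPM (199 to 210). The ratio was 40.4-fold, a log2 ratio of 5.34 (5.10 to 5.58). Of the alternatives, equal weights of subclusters moved it most, to 4.54. At 1000 UMIs per cell, 0.427% of Control ECs (0.299 to 0.590) and 17.6% of Dach1OE ECs (16.8 to 18.4) held a Dach1 UMI, with 134 and 164 shallower cells left out. The unthinned shares were 1.54% and 38.7%. In chondrocytes, with median depths of 10758 and 10081 UMIs, the thinned shares were 0.235% (0.107 to 0.445) and 0.388%, and in BMSCs they were 0.270% (0.151 to 0.444) and 0.636%. The Control EC share lay above both Control shares, with overlapping intervals. Since 12 of the 36 Control ECs with a Dach1 UMI were rECs, it was not read as background alone. Haematopoietic cells, with median depths of 4891 and 4776 UMIs, had thinned shares of 2.14% and 3.39% and unthinned shares of 9.25% and 13.2%, at 19.8 and 29.8 CPM. The level in smooth muscle cells or pericytes was 5.24 CPM in Control and 27.3 CPM in Dach1OE.

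The study asked whether endothelial Dach1 overexpression changes the make-up of BMSCs. Osteoblasts (OBs) were 28.0% of Control BMSCs (26.8 to 29.2) and 46.7% of Dach1OE BMSCs (45.3 to 48.2), a difference of 18.7 percentage points (16.9 to 20.6). Diaphyseal mesenchymal stromal cells (dpMSCs) fell from 40.0% (38.7 to 41.3) to 18.6% (17.5 to 19.8), a difference of −21.4 points (−23.1 to −19.6). A minimum of 4000 UMIs per cell, chosen after the data were seen, moved both most, to 13.01 and −8.14 points. Metaphyseal mesenchymal stromal cells (mpMSCs) went from 22.7% to 20.8%, a difference of −1.94 points (−3.54 to −0.333) that reversed to 0.917 points at resolution 0.2. Septoclasts (SCs), which resorb cartilage at the growth plate, went from 4.397% to 7.09% (2.69 points, 1.78 to 3.62) and osteocytes (OCYs) from 2.83% to 4.59% (1.76 points, 1.02 to 2.51). With that minimum the SC and OCY differences were 0.930 points (−0.336 to 2.18) and 0.587 points (−0.802 to 1.96). Neither was detectable any longer over cells of both sexes together. Proliferating BMSCs (pBMSCs) differed by 0.120 points (−0.446 to 0.702), a difference not detectable at this depth, and by −1.08 points (−2.16 to −0.046) with that minimum. With the genes that differed between the libraries within subclusters left out of the clustering, the OB and dpMSC differences were 18.8 and −22.0 points. Among the dpMSC clusters, cluster 11 (0.534% and 0.413% of BMSCs) was led by interferon-response genes such as Cxcl10 and Ifit3.

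**Figure D1:**
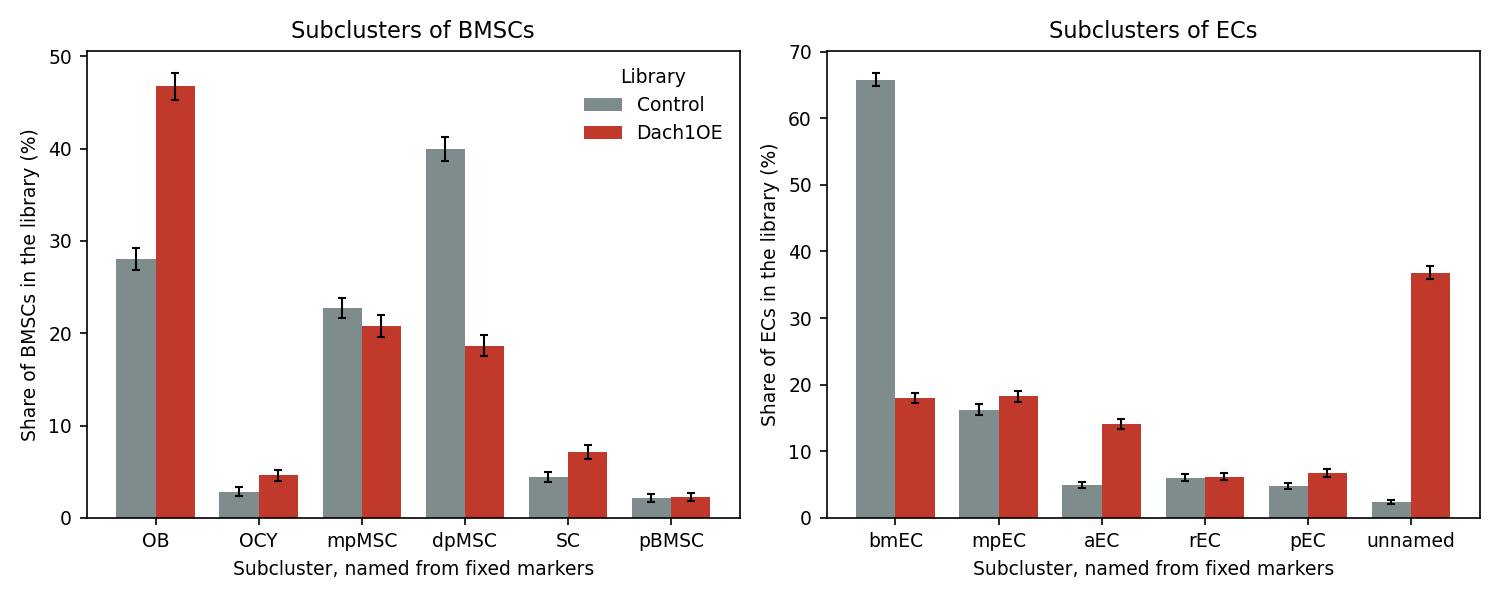
Bars give the share (%) of each named subcluster among BMSCs (left) and ECs (right) in the Control (grey) and Dach1OE (red) library, with 95% exact binomial intervals for counting error. OBs stood at 28.0% and 46.7% and dpMSCs at 40.0% and 18.6% of BMSCs, while bmECs stood at 65.8% and 18.0% and unnamed clusters at 2.33% and 36.8% of ECs.

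Transcription factors were compared over all BMSCs, where the median log2 ratio of 10572 genes was −0.20 and TMM scaling moved every ratio by 0.20. Sp7 (chromosome 15, 102356606 to 102367182) rose from 287 to 341 CPM, a log2 ratio of 0.25 (0.20 to 0.29), and Mef2c (chromosome 13, 83504034 to 83667080) from 288 to 369 CPM, 0.36 (0.31 to 0.40). The median of these osteogenic factors was 0.30 (0.27 to 0.33), at the 95.8th percentile of random lists, and equal weights of subclusters brought it to 0.05. The 6 adipogenic regulators were all lower than the median of all genes. Pparg (chromosome 6, 115360951 to 115490399) fell from 81.9 to 33.2 CPM, a log2 ratio of −1.30 (−1.42 to −1.18), Cebpa had −1.32 (−1.41 to −1.23), Ebf1 −1.07 (−1.13 to −1.01), Cebpd −0.95, Zfp423 −0.59 and Cebpb −0.41. Their median was −1.01 (−1.07 to −0.95), below all random lists, and it was −0.24 at equal weights. Of the hypoxia regulators, Epas1 had a log2 ratio of −1.18 (−1.25 to −1.11), Ep300 −0.38 (−0.48 to −0.27) and Hif1a −0.21 (−0.32 to −0.10), the last of these about equal to the median of all genes. Their median was −0.38, at the 9.80th percentile, and −0.06 at equal weights, where Hif1a turned to 0.04. The 7 osteogenic effectors had a median of 0.01 (−0.13 to 0.07), at the 73.8th percentile, while their mean was 0.25, pulled up by Phospho1, which had 1 and 4 UMIs. Among them Ank had 0.12, Atf4 0.01, Runx2 −0.14, Dlx5 −0.16 and Enpp1 −0.22. Runx2 and Dlx5 turned to 0.06 and 0.04 under TMM scaling, and Atf4 to −0.14 at equal weights.

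The study asked the same of EC subtypes. Bone marrow ECs (bmECs, the sinusoidal type L) were 65.8% of Control ECs (64.8 to 66.8) and 18.0% of Dach1OE ECs (17.2 to 18.8), a difference of −47.8 points (−49.1 to −46.5). Unnamed clusters rose from 2.33% to 36.8%. Most of these cells lay in cluster 2, led by Scgb3a1, Igfbp5, Clca3a1 and Dach1, which held 50 Control and 2937 Dach1OE cells, so that 98.3% of it came from 1 library, and it was not read as a cell type. With the genes that differed between the libraries within subclusters left out of the clustering, the bmEC difference was −22.9 points, and with each cell named by its nearest Control profile it was −22.1 points, both of which were chosen after the data were seen. Arterial ECs (aECs) rose from 4.89% (4.44 to 5.37) to 14.1% (13.4 to 14.8), a difference of 9.21 points (8.35 to 10.1), and of 11.5 points with those genes left out. That clustering set aside, as led by another class, a shallow cluster of 826 Control and 2081 Dach1OE cells led by Scgb3a1 and Malat1. With all such clusters kept in its denominator, the bmEC and aEC differences were −24.7 and 7.83 points. Remodelling ECs (rECs, type R) were 5.99% and 6.14%, a difference of 0.151 points (−0.561 to 0.863) that was not detectable at this depth. It was detectable under 10% mitochondrial UMIs (1.58 points, 0.944 to 2.22), with 1000 to 6000 genes (0.9496 points, 0.267 to 1.63), with the genes that differed within subclusters left out (1.07 points, 0.272 to 1.88), with the nearest Control profile (0.934 points, 0.180 to 1.69) and with cluster 2 left out of the denominator (3.23 points, 2.33 to 4.14), but not under the other 11 alternatives. Metaphyseal ECs (mpECs, type H) went from 16.3% to 18.2% (1.97 points, 0.848 to 3.10), with −3.63 points under no integration and −2.55 points at resolution 0.8. Proliferating ECs (pECs) went from 4.74% to 6.72% (1.98 points, 1.29 to 2.68). Among the other unnamed clusters, cluster 9 (64 and 245 cells) was led by Pgf, Nos2 and Cxcr4, and cluster 11 (86 and 34 cells) by lymphatic genes such as Lyve1 and Prox1. The bmEC cluster 10 (1.32% and 0.515% of ECs) was led by interferon-response genes.

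Because each library pooled cells of both sexes, shares were also compared within cells of either sex, each of which came from 1 mouse per library given the pair of mice that the methods state. Among BMSCs with Y-linked UMIs and no Xist, the OB share differed by 19.6 points (15.5 to 23.7) and the dpMSC share by −25.9 points (−29.6 to −22.1). Among those with Xist and no Y-linked UMIs the differences were 16.8 points (13.6 to 20.0) and −17.5 points (−20.4 to −14.5). The SC share rose by 6.90 points (4.64 to 9.19) in the first kind of cell and differed by −0.194 points (−1.55 to 1.25) in the second. Among ECs the bmEC differences were −56.6 points (−59.0 to −54.0) with Y-linked UMIs and −43.8 points (−46.1 to −41.4) with Xist, and the aEC differences 10.4 points (8.73 to 12.1) and 8.26 points (6.74 to 9.80). The mpEC share differed by 6.74 points (4.49 to 8.997) and 0.288 points (−1.73 to 2.31). The OB, dpMSC, bmEC and aEC differences thus had the same direction with intervals that exclude 0 in both pairs of mice. So did the pEC differences, 2.82 points (1.36 to 4.31) with Y-linked UMIs and 2.02 points (0.66 to 3.39) with Xist. The OCY differences did so too, at 1.79 points (0.024 to 3.58) and 2.18 points (0.93 to 3.56). With at least 4000 UMIs per cell both OCY intervals included 0. Without that minimum, the SC and mpEC differences had an interval that excludes 0 in 1 pair only. Whether the differences differ between the pairs was not tested.

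**Figure D2:**
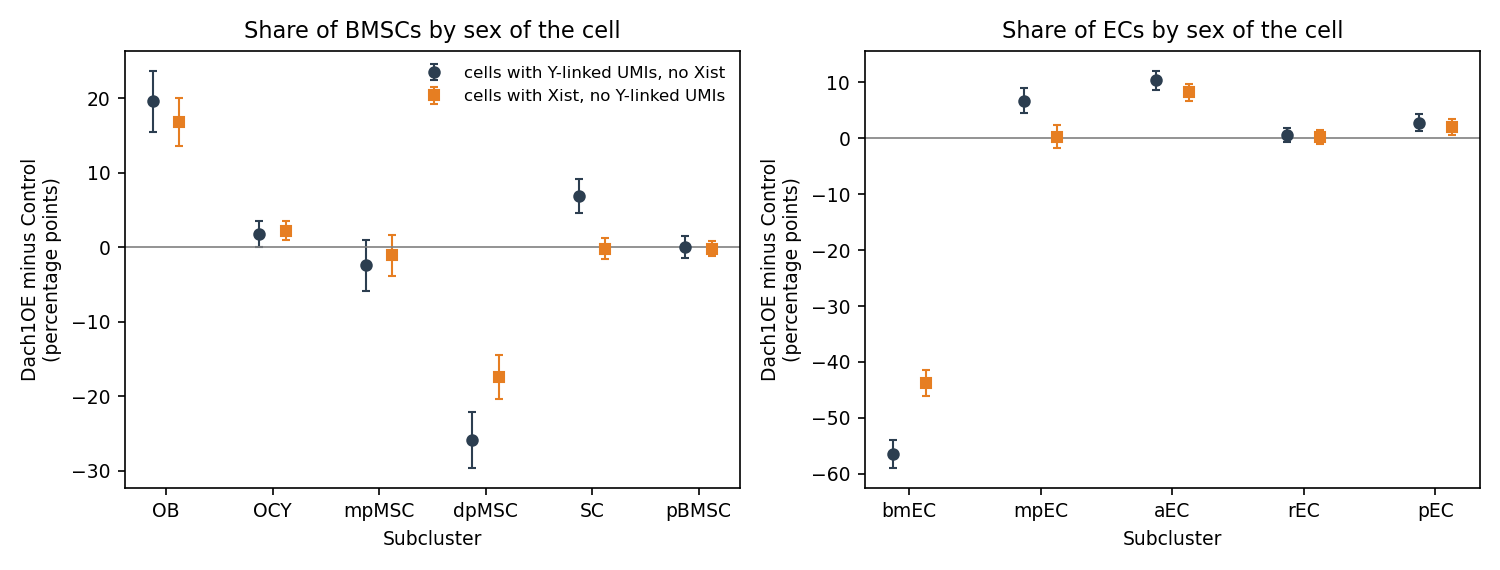
Points give the difference in the share of each subcluster, Dach1OE minus Control in percentage points, among BMSCs (left) and ECs (right), for cells with Y-linked UMIs and no Xist (dark circles) and for cells with Xist and no Y-linked UMIs (orange squares), with 95% Newcombe intervals for counting error. The SC difference was 6.90 points in the first kind of cell and −0.194 points in the second, while the OB difference was 19.6 and 16.8 points.

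The study also asked in which subclusters Dach1-positive ECs lie. In Dach1OE the thinned share of cells with a Dach1 UMI was 3.93% in bmECs (3.02 to 5.02), 13.2% in mpECs (11.6 to 15.0), 17.3% in pECs (14.3 to 20.6), 19.2% in rECs (15.9 to 22.9) and 19.9% in aECs (17.6 to 22.2). It was 25.4% in cluster 2 (23.9 to 27.1) and 28.5% in cluster 9. The unthinned shares were 12.3% in bmECs, 33.8% in mpECs, 45.0% in pECs, 34.7% in rECs, 45.1% in aECs, 51.1% in cluster 2 and 60.0% in cluster 9. The levels were 54.4 CPM in bmECs, 171 in mpECs, 172 in pECs, 206 in rECs, 231 in aECs, 304 in cluster 2 and 337 in cluster 9. Of the 1506 Dach1-positive ECs of Dach1OE, cluster 2 held 48.6%, aECs 15.7%, mpECs 13.8%, rECs 6.64%, pECs 6.64%, cluster 9 4.58% and bmECs 4.05%. The bmEC values depend on the naming, since 77.4% of the Dach1OE cells of cluster 2 had a Control bmEC profile as their nearest. The study reported that many Dach1-positive cells stayed among bmECs. Control bmECs had a share of 0.323% and 3.36 CPM, so Dach1 was higher in Dach1OE bmECs too. In Control, rECs had a share of 2.43% (1.26 to 4.20; unthinned 7.21%) and 35.6 CPM, against 3.69 CPM in the other ECs, a log2 ratio of 3.27 (2.73 to 3.797). In Dach1OE the same ratio was 0.01 (−0.16 to 0.18).

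**Figure D3:**
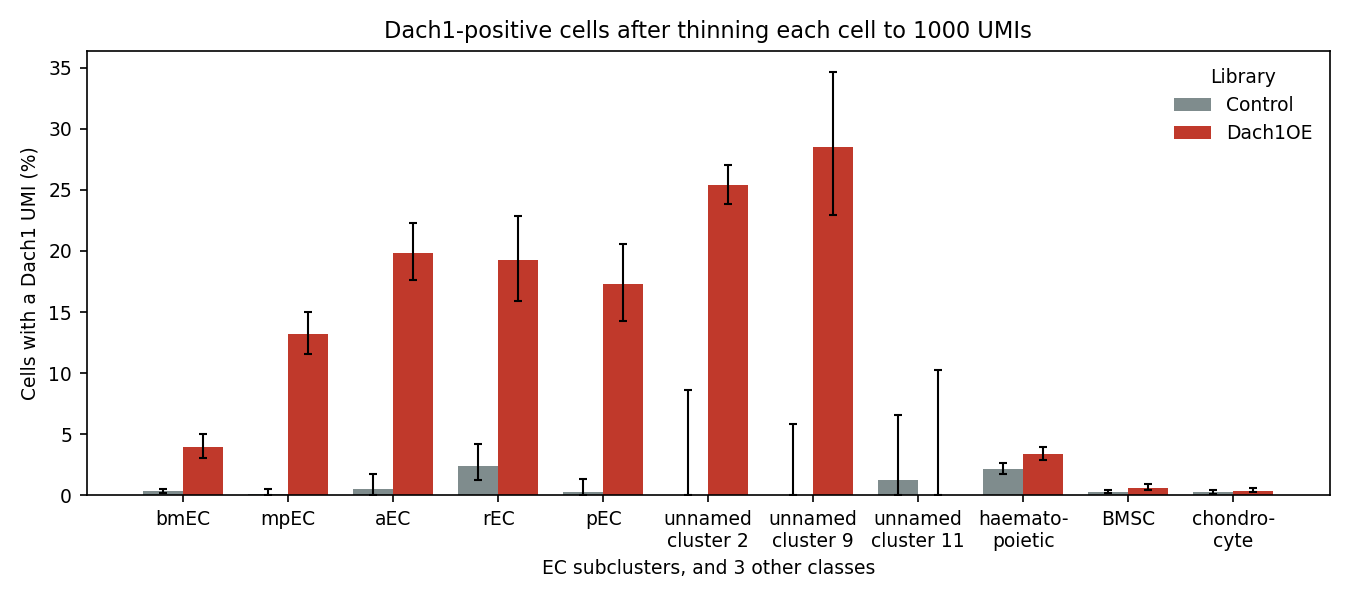
Bars give the share (%) of cells with a Dach1 UMI after each cell was thinned to 1000 UMIs, for EC subclusters and 3 other classes in Control (grey) and Dach1OE (red), with 95% exact binomial intervals for counting error. In Dach1OE the share was 3.93% in bmECs and 25.4% in cluster 2, against 3.39% in haematopoietic cells. In Control it was 0.323% in bmECs and 2.14% in haematopoietic cells.

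Marker and oxygenation-related genes were compared over all ECs, where the median log2 ratio of 11080 genes was 0.04 and TMM scaling moved every ratio by −0.01. The bmEC-type genes were lower. Stab2 (chromosome 10, 86841198 to 87008025) fell from 838 to 465 CPM, a log2 ratio of −0.85 (−0.88 to −0.82), Flt4 had −0.56 (−0.59 to −0.52) and Gpr182 −0.42 (−0.45 to −0.38). Their median of −0.56 lay at the 4.35th percentile of random lists and was −0.98 without cluster 2. The arterial genes were higher. Sox17 (chromosome 1, 4490931 to 4497354) rose from 108 to 209 CPM, a log2 ratio of 0.95 (0.89 to 1.01), Notch4 had 0.53 (0.47 to 0.59) and Dll4 0.48 (0.42 to 0.53). Their median of 0.53 lay at the 99.9th percentile and was 0.33 at equal weights of subclusters. Angptl4 had a log2 ratio of −1.02 (−1.10 to −0.94), Eln 1.51 (1.48 to 1.55) and Egfl7 0.06 (0.03 to 0.09), which turned to −0.03 at equal weights. The median of these oxygenation-related genes was 0.06, at percentile 61.1. Hif1a had −0.25 (−0.32 to −0.18), Epas1 0.08 (0.05 to 0.12), which turned to −0.17 at equal weights, and Ep300 0.04 (−0.03 to 0.12). The median of the hypoxia regulators was 0.04, at the 60.5th percentile, and their mean was −0.04.

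**Figure D4:**
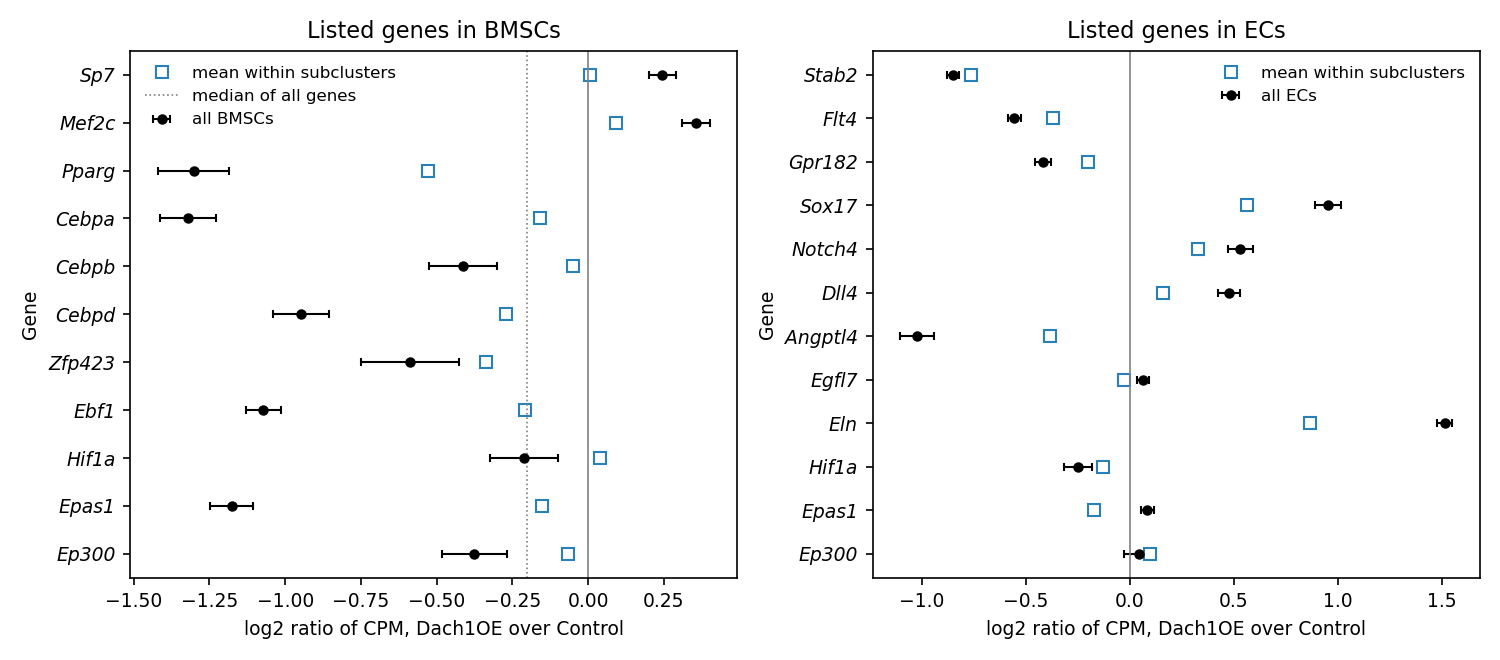
Points give the log2 ratio of CPM, Dach1OE over Control, of listed genes over all BMSCs (left) and all ECs (right), with 95% exact intervals for counting error, and open squares give the mean of the ratios within subclusters at equal weights. In BMSCs the dotted line marks the median of all genes (−0.20), and Pparg stood at −1.30 over all cells and −0.53 at equal weights.

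Secreted factors of rECs were set against the other ECs within each library. In Control, Edn1 was at 247 CPM in rECs and 13.4 CPM in the other ECs, a log2 ratio of 4.20 (3.98 to 4.42), and in Dach1OE the ratio was 2.12 (1.91 to 2.33). The ratio of Bmp6 was 2.67 (2.28 to 3.05) in Control and 3.96 (3.70 to 4.23) in Dach1OE, that of Ntf3 5.14 (4.21 to 6.11) from 27 and 17 UMIs and 3.67 (3.01 to 4.32) from 35 and 51 UMIs, and that of Cxcl12 1.01 (0.87 to 1.14) and 1.111 (1.04 to 1.18). Pdgfd had 0.33 (−0.05 to 0.68), not detectable at this depth, and 0.51 (0.25 to 0.77). Sema7a was lower in rECs, at −0.87 (−1.31 to −0.45) and −0.73 (−0.87 to −0.59). Cells of 1 sex alone moved its Control ratio most, to −3.48 with Y-linked UMIs and to −0.020 with Xist. Over 10 alternatives the ratio of Cxcl12 in Dach1OE ranged from 0.71 to 1.58. Over all ECs, Dach1OE over Control, the 6 factors were all higher, with a median of 0.92 (0.72 to 1.17), at percentile 99.99 of random lists, and 0.45 at equal weights, where Bmp6 turned to −0.21. Their log2 ratios were 2.75 for Sema7a, 1.41 for Cxcl12, 0.96 for Ntf3, 0.89 for Edn1, 0.58 for Pdgfd and 0.52 for Bmp6. Within rECs alone Bmp6 rose from 60.7 CPM in Control to 150 CPM in Dach1OE, whereas Edn1 fell from 247 to 162 CPM. Cxcl12, Sema7a and Pdgfd were also higher in Dach1OE rECs.

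Among all genes in ECs (10507 candidates), Car4 (chromosome 11, 84957786 to 84966044, plus strand) had the largest rise, from 6 to 701 UMIs, a log2 ratio of 6.86 (5.73 to 8.31). It was followed by Dach1, Wfdc1 (chromosome 8, 119666365 to 119688222), with 5.69 (5.04 to 6.42), Scgb3a1 (chromosome 11, 49663610 to 49665118), with 5.03 (4.88 to 5.18), and the long non-coding RNA H19 (chromosome 7, 142575529 to 142578143, minus strand), with 4.93 (4.80 to 5.07). H19 fell to 2.36 when ECs were defined by cell. Among the lowest were AI115009 (chromosome 3, 152666913 to 152681432, annotated as antisense and therefore uncertain), −2.65 (−3.15 to −2.19), Serpina3f (chromosome 12, 104214544 to 104221129, of a multigene family and therefore uncertain), −2.34 (−2.48 to −2.20), C5ar1 (chromosome 7, 16246743 to 16259540), −2.22 (−2.47 to −1.97), and Gda (chromosome 19, 21391307 to 21473445), −2.09 (−2.18 to −2.00).

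Among all genes in BMSCs (9840 candidates), H19 had a log2 ratio of 1.52 (1.44 to 1.60), from 70.2 to 202 CPM, Fetub (chromosome 16, 22918334 to 22939778) 1.40 (1.004 to 1.81), Stk32a (chromosome 18, 43207583 to 43318682) 1.28 (0.90 to 1.66), Cthrc1 (chromosome 15, 39076932 to 39087121) 1.12 (1.08 to 1.17) and Ndufa4l2 (chromosome 10, 127514967 to 127517154) 1.07 (0.89 to 1.24). The lowest were Col6a5 (chromosome 9, 105856078 to 105960643), −4.30 (−4.79 to −3.85), C3 (chromosome 17, 57203970 to 57228136), −3.12 (−3.50 to −2.75), Ccl19 (chromosome 4, 42754525 to 42756577), −2.44 (−2.91 to −1.99), Il34 (chromosome 8, 110741829 to 110805924), −2.22 (−2.43 to −2.01), and Serpina3f, −2.14 (−2.38 to −1.91). All stand against a median of −0.20 over all genes. At equal weights of subclusters Col6a5 had −1.71, C3 −0.71, Ccl19 −1.92, Il34 −0.73 and Serpina3f −0.26. Within dpMSCs alone Col6a5 had −4.48, C3 −2.14, Ccl19 −1.15, Il34 −0.94 and Serpina3f −0.97. The equal-weight mean counts every subcluster alike, and from OBs it took in C3 at 0.01 and Serpina3f at 0.50. It therefore does not show how much of each fall came from the make-up of BMSCs. Of the higher genes, H19 had 1.66 at equal weights, Fetub 1.71, Cthrc1 0.68, Stk32a 0.49 and Ndufa4l2 0.70.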

Values the study reported

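The study reported 10,315 BMSCs over both genotypes together.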

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

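The tests of depth and of doublets given here were chosen after the result was seen. The SC share of BMSCs moved apart between cells of different sex. In cells with a UMI of a Y-linked gene (Ddx3y, Uty, Kdm5d or Eif2s3y) and none of Xist, it rose from 40 of 984 cells in Control to 115 of 1049 in Dach1OE, a difference of 6.90 percentage points (4.64 to 9.19). In cells with a Xist UMI and none of the Y-linked genes, it went from 104 of 2221 to 64 of 1426, a difference of −0.194 points (−1.55 to 1.25). The difference between these differences was not tested, since there was 1 library per group. The pBMSC differences also had opposite signs, 0.0269 and −0.227 points, each with an interval that includes 0.

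Among technical explanations, the depth of the cells whose sex can be told was weighed by limiting them to at least 4000 UMIs. The differences were then 4.72 points (1.74 to 7.56) in cells with Y-linked UMIs and −1.98 points (−3.97 to −0.0022) in cells with Xist. Both intervals exclude 0, in opposite directions. The gap was 6.70 points, against 7.09 points without the limit. This argues against depth. Doublets stay open as an explanation and cannot be told apart from a true difference here, because Scrublet marked 0 of the 323 SCs of either kind and the gap of 7.11 points without marked cells therefore tests nothing. With a pair of mice and both sexes in each library, each kind of cell came from 1 mouse per library, so the gap compares single mice, and a difference between mice apart from their sex stays open and untested. The groups of the design do not separate the sexes, and no biological explanation was tested.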

How the results depend on the processing

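The alternatives that left out genes differing within subclusters, named cells by the nearest Control profile, kept clusters led by another class (alone or with those genes left out), left out cluster 2 or set a minimum of 4000 UMIs were chosen after the results were seen, as were all alternatives for the secreted factors. No paired analysis was possible because there was 1 library per group, although cells of either sex gave a comparison of 1 mouse with 1 mouse each. A value counted as changed when it left the 95% interval of the main value, which covers counting error only, or changed sign. Of the values that answer a comparison, 217 under an alternative stayed inside that interval, 94 moved outside it with their sign or from a sign that had not been called, and 5 changed a called sign. Of the values of single genes, 707 stayed inside, 173 moved and 7 changed a called sign.

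The OB difference ranged from 13.01 to 22.9 points, the dpMSC difference from −28.0 to −8.14 points and the OCY difference from 0.587 to 2.28 points, over 15 alternatives each. The bmEC difference ranged from −56.6 to −22.1 points and the aEC difference from 7.71 to 16.3 points over 16 alternatives each. All kept their direction, but the interval of the lowest OCY value includes 0. The adipogenic median ranged from −1.14 to −0.24, the osteogenic from 0.049 to 0.50, the bmEC-type from −0.98 to −0.37 and the arterial from 0.33 to 0.69, and the log2 ratio of Dach1 from 4.54 to 5.77. The rEC difference ranged from −0.16 to 3.23 points over 16 alternatives, 5 of which moved it to a rise whose interval excludes 0, and the pBMSC difference from −1.08 to 0.419 points.

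Under 10% mitochondrial UMIs the differences were 22.9 points for OBs, −28.0 for dpMSCs, −0.220 for mpMSCs, −50.7 for bmECs, 3.23 for mpECs, 7.71 for aECs and 1.58 for rECs, the osteogenic median was 0.37, the adipogenic −1.12 and the log2 ratio of Dach1 5.59. With 1000 to 6000 genes the differences were −49.4 points for bmECs, 3.47 for mpECs and 0.9496 for rECs. The cause was not tested for either filter.

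With at least 4000 UMIs per cell the differences were 13.01 points for OBs, 0.587 for OCYs, −5.30 for mpMSCs, −8.14 for dpMSCs, 0.930 for SCs, −1.08 for pBMSCs, −51.04 for bmECs, 7.12 for mpECs, 11.6 for aECs and 4.16 for pECs. The intervals for OCYs and SCs include 0, although those for SCs exclude 0 in opposite directions in cells of either sex alone. In cells with Y-linked UMIs and in cells with Xist the OB differences were then 12.7 and 11.9 points, the dpMSC differences −10.7 and −6.15, and the OCY differences 0.928 (−2.06 to 3.72) and 0.953 (−1.26 to 3.21). By construction such a minimum removes more cells of shallow subclusters, and the largest dpMSC cluster had a median of 2707.5 UMIs against 7777 in the largest OB cluster. How much of the change comes from this was not tested.

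In cells with Xist and no Y-linked UMIs the differences were 16.8 points for OBs, −17.5 for dpMSCs, −43.8 for bmECs, 0.288 for mpECs and 8.26 for aECs, and that for SCs turned to −0.194. The osteogenic median was 0.24, the adipogenic −0.84, the arterial 0.44 and the log2 ratio of Dach1 4.85. In cells with Y-linked UMIs and no Xist the differences were −25.9 points for dpMSCs, 6.90 for SCs, −56.6 for bmECs, 6.74 for mpECs, 10.4 for aECs and 2.82 for pECs. The osteogenic median was 0.39, the adipogenic −1.14, the arterial 0.69 and the log2 ratio of Dach1 5.77, while Runx2 turned to 0.041 and Enpp1 to 0.067 in BMSCs. The cause was not tested.

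At resolution 0.2 the differences were −45.5 points for bmECs and 3.40 for mpECs, and that for mpMSCs turned to 0.917. No cluster was named SC there, so that alternative gave no SC value. At resolution 0.8 the bmEC difference was −38.4 points and the mpEC difference turned to −2.55. With no integration they were −45.5 and −3.63 points, the latter again a change of sign. With the compared genes kept, the bmEC difference was −46.2 points, and with clusters led by another class kept it was −45.0 points. The cause was not tested.

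With the genes that differed within subclusters left out, the differences were −22.9 points for bmECs, 3.83 for mpECs, 11.5 for aECs, 1.07 for rECs and 4.05 for pECs, and the bmEC-type median was −0.63. This clustering also set aside an EC cluster of 826 Control and 2081 Dach1OE cells (median 1553 UMIs), so the shares have another denominator. With clusters led by another class kept as well, the differences were −24.7 points for bmECs, 0.531 for mpECs and 7.83 for aECs, and the other EC shares and all BMSC shares stayed inside their intervals. With the nearest Control profile they were −22.1 points for bmECs, 0.345 for mpECs, 10.6 for aECs, 0.934 for rECs and 3.29 for pECs. By construction this setting offers no profile of cluster 2, so its cells take other names, 77.4% of those of Dach1OE that of bmECs, while 270 cells went to the unnamed cluster 9 and 50 to the unnamed cluster 11. Without cluster 2, whose removal lowers the Dach1OE denominator, they were −39.1 points for bmECs, 11.1 for mpECs, 16.3 for aECs, 3.23 for rECs and 5.36 for pECs. The bmEC-type median was then −0.98, the arterial 0.62, the hypoxia median of ECs −0.044, the oxygenation median 0.019 and the log2 ratio of Dach1 5.004.

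TMM scaling moved every ratio in BMSCs by 0.20, so that the osteogenic median was 0.50, the adipogenic −0.81 and the hypoxia median −0.17, and Runx2 and Dlx5 turned to 0.061 and 0.041. At equal weights, which take out the make-up of the class, the osteogenic median was 0.049, the adipogenic −0.24, the hypoxia median −0.065 in BMSCs and −0.13 in ECs, the bmEC-type −0.37, the arterial 0.33 and the log2 ratio of Dach1 4.54. The oxygenation median turned to −0.029, and so did Egfl7, its middle gene, while Epas1 in ECs turned to −0.17 and Hif1a in BMSCs to 0.040. With ECs defined by cell the arterial median was 0.62 and the oxygenation median 0.023, the cause of which was not tested.

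Without thinning the share of Dach1-positive cells in Dach1OE was 12.3% in bmECs, 33.8% in mpECs, 45.1% in aECs, 34.7% in rECs and 45.0% in pECs, and with thinning to 2000 UMIs it was 8.45%, 25.3%, 33.8%, 31.2% and 27.3%. More UMIs per cell leave more cells with a Dach1 UMI by construction. The bmEC share was the lowest of the 5 in each case. Depth limits these shares at 1000 UMIs, since a cell that expresses Dach1 can lack its UMI. Depth also limits genes with few UMIs, such as Phospho1, which gave no value in cells of 1 sex alone, Car4, which gave none in cells with Xist, and Ntf3, whose ratios rest on 27 and 17 UMIs in Control.

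For the secreted factors, rECs over other ECs within a library, none of the ratios changed sign over 10 alternatives. That of Sema7a ranged from −3.48 to −0.020 in Control and from −1.22 to −0.39 in Dach1OE, with 3 of the 10 values outside the interval in each library. That of Cxcl12 ranged from 0.75 to 1.099 and from 0.71 to 1.58, with 2 and 7 outside. Edn1 ranged from 4.04 to 5.04 and from 1.74 to 2.42, Bmp6 from 2.38 to 2.71 and from 3.72 to 4.43, Ntf3 from 4.58 to 5.85 and from 2.94 to 5.49, and Pdgfd from 0.089 to 0.42 and from 0.41 to 0.83. The cause was not tested.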

Other observations

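The tests of cluster 2, of the genes higher in ECs, of H19 and the imprinted genes, of Gt(ROSA)26Sor and of Scgb3a1 outside ECs given here were chosen after the results were seen. The tests of make-up, sex mix, HIF targets, dissociation stress and haematopoietic RNA were planned. No pattern given here has a replicate library.

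The rise of the osteogenic transcription factors over all BMSCs (median log2 ratio 0.30) shrank to 0.049 (−0.01 to 0.11) when ratios were taken within subclusters and averaged at equal weights, at percentile 64.5 of matched lists. A change in the make-up of BMSCs, with more OBs, may therefore account for it. The adipogenic regulators, at −1.01 over all BMSCs, kept −0.24 (−0.36 to −0.12) at equal weights, or 23.7% of the value over all cells, at percentile 0.0900 of matched lists. A changed share of the named subclusters among the cells therefore does not by itself account for the whole of that fall. Ratios within subclusters do not take out RNA of dpMSCs that is free in other barcodes, which was not tested. Pparg had −0.19 within dpMSCs and −1.05 within mpMSCs, whereas Cebpb had −0.70 and 0.12. A change of state inside subclusters, or cells of mixed identity placed in one subcluster, stays open.

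In ECs the bmEC-type genes kept −0.37 (−0.47 to −0.28) at equal weights, or 66.5% of the value over all ECs, and the arterial genes kept 0.33 (0.23 to 0.44), or 61.8%. The arterial value, at percentile 99.6 of matched lists, argues against a changed make-up of the 5 named subclusters as the whole cause. The bmEC-type value lay at percentile 4.36, inside the middle 95% of matched lists, so a changed make-up stays open for those genes. Within rECs the arterial genes rose most among the named subclusters, with log2 ratios of 1.51 for Sox17, 1.59 for Notch4 and 0.81 for Dll4, while within bmECs Sox17 had −0.07 and Dll4 −0.14. A change of state under the overexpressed gene, or cells between rECs and aECs placed among the rECs, could give these values, and neither was tested.

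A different mix of male and female cells in the pooled libraries could have produced differences in shares. In the cells of the sex with the smaller difference, the OB share still differed by 16.8 points and the dpMSC share by −17.5 points among BMSCs, and the bmEC share by −43.8 points and the aEC share by 8.26 points among ECs. Each had the same direction in both kinds of cell, which argues against the sex mix for these shares.

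Lower levels of Hif1a, Epas1 and Ep300 in BMSCs might go with a lower activity of the HIF pathway. The 15 HIF target genes had a median log2 ratio of 0.00 in BMSCs (−0.08 to 0.15), 8 of them higher and 7 lower, with a mean of 0.15 and an equal-weight median of 0.18. Against the median of all genes, 12 of the 15 were higher, and the list stood at percentile 98.6 of matched lists. Relative to other genes, this argues against lower RNA levels of HIF targets in BMSCs for the list as a whole. It does not measure HIF protein or the oxygen of the tissue. The study also reported much weaker HIF1α immunostaining around trabecular bone, in the marrow beside it and in the metaphysis of Dach1OE femurs. The median near 0 decides nothing by itself. Vegfa, Slc2a1 and Pfkl stood below the median of all genes, at −0.38, −0.41 and −0.24, and had 0.09, 1.16 and 0.15 at equal weights. In ECs the same list had a median of 0.25 (0.22 to 0.30), with 11 genes higher and 4 lower, at percentile 99.9. Glycolytic genes such as Pgk1, Ldha, Aldoa and Tpi1 on this list also respond to growth, which was not tested.

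A difference in dissociation stress between the preparations could shift many genes alike. The stress list had medians of −0.06 in BMSCs (5 genes higher and 7 lower), 0.07 in ECs (8 and 4) and 0.03 in haematopoietic cells (9 and 3), and its highest percentile was 93.9. Free RNA of haematopoietic cells at different levels could do the same. The haematopoietic markers had a median of 0.13 in ECs, with 12 higher and 10 lower, at percentile 91.3, and of −0.09 in BMSCs, with 9 higher and 12 lower, at percentile 91.0. Of the 22 markers, 2 reached over 50% of their haematopoietic CPM in ECs. Medians near 0 over genes that go both ways decide nothing, so both explanations stay open.

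The EC cluster with 98.3% of its cells from Dach1OE may hold bmECs changed by the overexpressed gene and so set apart from the Control bmECs. Of its 2937 Dach1OE cells, 77.4% (75.8 to 78.9) had a Control bmEC profile as their nearest, 9.19% the profile of cluster 9 and 5.69% that of rECs, against 23.4% nearest to bmECs among the other Dach1OE ECs. By the same assignment, 93.4% of Control ECs and 85.1% of Dach1OE ECs of the named subclusters received their own name. The assignment offers Control profiles alone, so a state absent from Control would also be given its nearest one, and an effect of the library on this cluster stays open.

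The genes over 2-fold higher in ECs of Dach1OE could mark a technical difference between the libraries that acts on every class. These 157 genes had a median log2 ratio of 1.57 in ECs, 0.11 in chondrocytes (0.08 to 0.16) and −0.011 in BMSCs (−0.048 to 0.055), where the medians of all genes were 0.04, −0.01 and −0.20. The ratios outside ECs stayed far below those in ECs, which argues against such a difference as the source, although they exceeded the medians of all genes there.

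H19 was higher in Dach1OE not only in ECs (log2 ratio 4.93) but in BMSCs (1.52), haematopoietic cells (1.69), smooth muscle cells or pericytes (1.17) and chondrocytes (0.32). Free RNA of ECs in the BMSC barcodes could raise it there. Its rise in BMSCs was 27.1% of the EC level, whereas the level in BMSCs was 0.896% of that in ECs for Scgb3a1, 0.777% for Cdh5 and 1.15% for Pecam1, which argues against free EC RNA. Of these classes chondrocytes held the most H19, at 1478 and 1839 CPM. Their markers rose in BMSCs by a median of 0.116% of the chondrocyte level, with 0.389% for Col10a1 as the highest, against 7.15% for H19, which argues against free chondrocyte RNA. In haematopoietic cells the rise of H19 was 7.17% of the EC level, beside 5.04% for Scgb3a1 and 4.97% for Cdh5 and 11.4% for Pecam1, so free EC RNA stays open there.

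The rise of H19 may be part of a shared rise of imprinted genes in ECs. Of 10 other imprinted genes listed, 9 were measured, and their median log2 ratio in ECs was 0.88 (0.65 to 1.14), with 8 higher and 1 lower, and 0.66 (0.50 to 1.25) at equal weights of subclusters, in both cases above all matched lists. Mest had 1.72, Plagl1 1.18 and Cdkn1c 0.88, while Igf2 rested on 2 and 63 UMIs. In BMSCs the median was 0.24 (−0.18 to 0.34), with 5 higher and 4 lower, Plagl1 and Cdkn1c among the lower ones at −0.64 and −0.60. In haematopoietic cells it was 0.39 (0.27 to 0.59), with 6 higher and 3 lower, and in chondrocytes 0.23 (0.07 to 0.31), with 7 higher and 2 lower. The list stood at percentile 99.97 of matched lists in BMSCs and 99.99 in haematopoietic cells and in chondrocytes. Its median was thus high among matched lists outside ECs too, although its members went both ways there. In BMSCs its interval includes 0, so a rise stays open there. Free EC RNA was not tested for these genes, so a rise in haematopoietic cells themselves stays open as well. A difference in the age or growth of the pooled mice, and an effect of Dach1, were not tested.

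Gt(ROSA)26Sor, the transcript of the Rosa26 locus, rose from 17.2 to 227 CPM in ECs, a log2 ratio of 3.72 (3.59 to 3.86). It may come from the recombined allele that carries Dach1. At equal depth, 25% of Dach1OE bmECs with a Gt(ROSA)26Sor UMI (14.03 to 38.9) held Dach1, against 4.33% (3.36 to 5.49) of those without (13 of 52 and 65 of 1501 cells). The thinning was a separate random draw from that behind the Dach1 shares of the report, where 61 bmECs held Dach1, so a share this low moves with the draw. Over all ECs the shares with and without the transcript were 28.3% and 15.1%. In mpECs they were 26.01% and 11.6%, in aECs 28.7% and 15.8%, in rECs 30.3% and 14.7%, and in pECs 29.0% and 12.3%. Outside ECs the transcript fell, with log2 ratios of −1.83 in BMSCs and −1.05 in chondrocytes, and had 0.07 in haematopoietic cells and 0.90 in smooth muscle cells or pericytes. The labels give both groups the Dach1 transgene, which the study places at this locus. The methods also name a fluorescent reporter at the same locus in the breeding of these mice, and whether the sequenced mice carried it is not stated. The fall was not tested.

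Scgb3a1 was higher in Dach1OE outside ECs too, with log2 ratios given in parentheses, in haematopoietic cells (5.04), chondrocytes (4.62), smooth muscle cells or pericytes (4.90) and BMSCs (1.19), at up to 34.7 CPM against 427 CPM in ECs. In haematopoietic cells of Dach1OE its level was 5.04% of that in ECs, beside 4.97% for Cdh5 and 11.4% for Pecam1. In chondrocytes it was 1.23%, beside 1.39% and 1.41%, and in BMSCs 0.896%, beside 0.777% and 1.15%. Free EC RNA therefore stays open in these classes. In smooth muscle cells or pericytes of Dach1OE the levels were 34.7 CPM for Scgb3a1, 160 CPM for Cdh5 and 155 CPM for Pecam1. In ECs of Dach1OE they were 427, 1665 and 1561 CPM, so free EC RNA stays open there too.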
